# Preparing for Winter: The Transcriptomic Response Associated with Different Day Lengths in *Drosophila montana*

**DOI:** 10.1534/g3.116.027870

**Published:** 2016-03-11

**Authors:** Darren J. Parker, Michael G. Ritchie, Maaria Kankare

**Keywords:** photoperiod, transcriptomics, overwintering, gene expression, diapause

## Abstract

At northern latitudes, the most robust cue for assessing the onset of winter is the shortening of day lengths. Many species use day length as a cue to increase their cold tolerance and/or enter into diapause, but little is known about changes in gene expression that occur under different day lengths. We investigate the gene expression changes associated with differences in light/dark cycles in *Drosophila montana*, a northerly distributed species with a strong adult photoperiodic reproductive diapause. To examine gene expression changes induced by light both prior to and during diapause, we used both nondiapausing and diapausing flies. We found that the majority of genes that are differentially expressed between different day lengths in nondiapausing and diapausing flies differ. However, the biological processes involved were broadly similar. These included neuron development and metabolism, which are largely consistent with an increase in cold tolerance previously observed to occur in these flies. We also found that many genes associated with reproduction change in expression level between different day lengths, suggesting that *D. montana* use changes in day length to cue changes in reproduction both before and after entering into diapause. Finally, we also identified several interesting candidate genes for light-induced changes including *Lsp2*, *para*, and *Ih*.

Seasonal shifts in climatic conditions pose numerous problems for ectothermic organisms, especially those living at high latitudes, and as a result they have evolved several adaptations to deal with these (Salt 1961; Weiser 1970; Lee and Costanzo 1998; Lee 2010). Many of the adaptations, for example increased cold tolerance and entering into diapause, are facultatively controlled and cued by the changing environmental conditions, in particular, differences in day length and average temperature (Weiser 1970; Denlinger 2002; Lee 2010). The ability to enter facultative diapause with the onset of winter is widespread across northern adapted species, and has been extensively documented as an overwintering strategy in insects and plants (Andrewartha 1952; Perry 1971; Tauber *et al.* 1985). The induction of diapause is often influenced by photoperiod, as it is a reliable cue to the onset of winter (Weiser 1970; Saunders 2008, 2012). In insects, research has focused on how day length is perceived and how long is needed for diapause to be induced. Species typically have a narrow “critical day length” (CDL), the day length where half of the individuals of a specific population enter diapause. Since the CDL is relatively short in comparison to the variation in day lengths normally experienced by a particular species, it is also likely that individuals prepare for seasonal changes by adjusting their physiology using changes in day length that are significantly shorter or longer than the CDL, both before and after diapause has been induced (Denlinger 2002).

Photoperiodic induction of diapause clearly involves the interaction of several distinct mechanisms including: photoreception, measurement of day length, accumulation of “diapause-inducing” day lengths, and downstream output pathways, triggered when a certain threshold is reached regulating the transition into diapause (Emerson *et al.* 2009; Saunders 2011, 2012). The genetic basis of each of these stages has been investigated in several orders of insect and there is a great deal of diversity (Denlinger 2002). This reflects the independent evolution of facultative diapause in many insect groups as they extended their range into higher latitudes (Saunders 2011). Despite this, most studies implicate the circadian clock as the central mechanism for the measurement of day length and thus the induction of diapause (Denlinger 2002; Saunders 2011). In contrast, genes involved in downstream output pathways of diapause are more diverse between species, which perhaps reflects independent origins of diapause, physiological responses, and/or different selective histories of different species (see the following for reviews: Denlinger 2002; Saunders 2011).

The goal of this study was to examine the gene expression changes that occur in response to the seasonal cue of differing day lengths in *Drosophila montana*, a northern malt fly species from the *Drosophila virilis* group. Females of this species enter reproductive diapause at the end of the summer, overwinter as adults, and develop mature ovaries prior to mating and reproduction the following spring. The developmental pathways leading to reproductive (nondiapausing) or diapausing states have been shown to be largely cued by changes in day length (Lumme 1978). In the wild, the majority of the females that emerge before the critical day length will develop mature ovaries, while the ones that emerge after this day length has been reached will enter diapause. Those females that develop mature ovaries will produce progeny during the spring/summer, while the diapausing females will overwinter as adults and produce progeny the following spring/summer (Lumme 1978). To examine gene expression changes during these processes, we chose three different light:dark (LD) cycles representing important time points in *D. montana*’s life: summer (LD = 22:2, beginning of July, when flies are actively reproducing), CDL (LD = 18.5:5.5, end of July, see Tyukmaeva *et al.* 2011), and late summer (LD = 16:8, mid-August, when practically all flies have entered diapause and are preparing to overwinter) (Figure 1). Note, the CDL is known to be population-specific and these values are correct for the Northern Finnish population of *D. montana* used in this study. By using the CDL as one of our conditions, we were able to collect both diapausing and nondiapausing flies from the same LD cycle. These samples could then be used to examine gene expression changes between (nondiapausing) flies kept in light conditions typical of summer and CDL LD cycles, and between (diapausing) flies kept in CDL and late summer LD cycles. This allows us to avoid the problems associated with comparing gene expression of heterogeneous tissues which would arise from any direct comparison between diapausing and nondiapausing samples (Neville and Goodwin 2012), which differ drastically in ovary size (Salminen *et al.* 2012).

**Figure 1:**
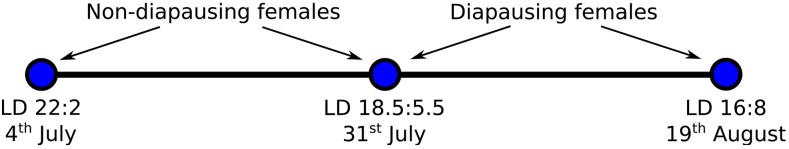
Light:dark (LD) cycles used in this study and the dates they correspond to in the *D. montana* population where the flies originate in nature (Oulanka, Finland, 66.22°N).

Overall, this strategy enabled us to identify genes associated with different day lengths in both diapausing and nondiapausing females. Previous work on photoperiodic diapause in many species has implicated circadian genes as important for the induction of diapause (Denlinger 2002; Saunders 2011), and we hypothesized that these genes may also be involved in cueing changes in response to day length changes more generally. Previous work has also shown that cold tolerance increases with shortening day length in both diapausing and nondiapausing *D. montana* (Vesala *et al.* 2012a), suggesting that shortening day length cues transcription of genes involved in increasing cold tolerance. Since the increase in cold tolerance is similar in both diapausing and nondiapausing flies (Vesala *et al.* 2012a), we also hypothesized that the genes underlying this change would show similar expression changes in both types of fly. We examined these expectations by identifying which genes, and the processes they are associated with, show similar or contrasting changes in gene expression in response to different (shorter) day lengths in both diapausing and nondiapausing flies.

## Materials and Methods

### Flies

Flies used were taken from three *D. montana* isofemale lines (175OJ8, 3OL8, and 265OJ8) established from the progenies of wild-caught fertilized females from Oulanka, Finland (66.22°N) in 2008. The lines have been maintained since their establishment on malt food in continuous light at 19 ± 1°, 65% humidity. Females used in this experiment were collected in 2010 within 1 d of eclosion using light CO_2_ anesthesia and transferred into a climate chamber (Sanyo MLR-351H) for 21 d at one of the three light-dark (LD) cycles: 22:2, 18.5:5.5, or 16:8. Thus, we had four experimental groups of flies: nondiapausing flies from 22:2 LD, both diapausing and nondiapausing flies from 18.5:5.5 LD, and diapausing females from 16:8 LD. The reproductive state of females was determined by examining their ovarian development via dissection under a light microscope. Previtellogenic small and transparent ovaries with no yolk accumulation or visible segments were classified as diapausing, and large vitellogenic ovaries with visible eggs as nondiapausing (Tyukmaeva *et al.* 2011). Flies that had intermediate ovaries with some yolk accumulation and segments visible but no eggs were not used.

### RNA extraction and sequencing

Female flies for RNA extraction were flash frozen in liquid nitrogen 5 hr after lights on in the chambers (Zeitgeber = 5) and submerged into RNAlater ICE solution (Ambion). Flies were pooled into 12 samples (three from each of the experimental groups), with 10 whole flies pooled in each sample.

RNA was extracted from each sample using Tri Reagent (Sigma-Aldrich) followed by RNeasy Mini kit (Qiagen) purification with DNase treatment. Purity of the RNA was checked using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies) and integrity with a 2100 Bioanalyzer (Agilent Technologies). Extracted RNA was sequenced at the Turku Centre for Biotechnology (Turku, Finland) using the SOLiD 5500 XL platform to produce 69 million 75 + 35 bp paired end reads. Raw sequence reads were trimmed using SOLiD TRIM (with run options: -p 3 -q 22 -y y -e 2 -d 10) to remove polyclonal errors from the data (Sasson and Michael 2010). The reads that passed this filter were then error corrected using SOLiD Accuracy Enhancer Tools (SAET) to reduce the amount of color calling errors, or erroneous bases, in the sequence. Remaining low quality bases at the end of the reads were then trimmed using CLC Genomics Workbench 5.0.1 (CLC) (quality score: 0.02).

### Assembly and annotation

As *D. montana* has no reference genome currently available, we produced a *de novo* assembly using CLC Bio (default options, minimum contig size = 200 bp) on the reads obtained here, plus others from an acclimation study (Parker *et al.* 2015) and a diapause study (M. Kankare *et al.*, unpublished data) to produce the reference transcriptome, consisting of 31,880 contigs (N50 = 527). Contigs from the *de novo* assembly were annotated using Blast2GO (Conesa *et al.* 2005) by blasting (blastX) contigs to the nonredundant protein collection (nr) database. Contigs that did not obtain a significant blast hit (E-value > 0.001) from this were blasted (blastN) to the nonredundant nucleotide collection (nt) database. Contigs still without a hit following this were blasted (blastN) against the Reference Sequence (RefSeq) genomic database.

### Mapping and expression analyses

Reads for each sample were mapped individually to the reference transcriptome using CLC Bio (default values). HTSeq (Anders *et al.* 2014) was used to quantify the number of reads mapping uniquely to each of the reference contigs.

Gene expression analysis was performed using the Bioconductor package EdgeR (v. 3.2.4.) (Robinson *et al.* 2010) in R (R Core Team 2013). Normalization factors for each sample were computed using the TMM method. We then fitted a generalized linear model (GLM) with negative binomial distribution with the terms diapause state, light cycle contrast, and diapause state * light cycle contrast (full model), and estimated dispersion using the Cox-Reid profile-adjusted likelihood (CR) method. We used GLM likelihood ratio tests and appropriate model contrasts to determine the significance of the interaction between diapause state and light cycle difference, the effect of day length on nondiapausing females, and the effect of day length on diapausing females. The *P* values from the GLM likelihood ratio tests were corrected for multiple testing using Benjamini and Hochberg’s algorithm to control for false discovery rate (FDR) (Benjamini and Hochberg 1995), with significance taken here to be <5% (FDR < 0.05).

### Functional classification

We found that most contigs blasted to related *Drosophila* species (see *Results*). In order to functionally classify these contigs, we used Gene Ontology (GO) annotation for orthologous genes in *D. melanogaster* (available from Flybase, version: FB2013_06). We used this approach instead of using GO terms obtained from the blast hits themselves due to the vastly superior GO annotation available in *D. melanogaster* (Tweedie *et al.* 2009). Significant enrichment of single GO terms was determined using a Fisher’s exact test. The *D. melanogaster* orthologs of DE genes were also analyzed using DAVID (Database for Annotation, Visualization, and Integrated Discovery) v. 6.7 (Huang *et al.* 2009a,b). DAVID clusters genes into functional groups using a “fuzzy” clustering algorithm, and then uses a Fisher’s exact test to identify significantly enriched functional groups. A functional group was considered to be significantly enriched if its enrichment score [the geometric mean (in –log scale) of the *P* values of the GO terms in the group] was >1.3 (*P* < 0.05).

### Data availability

Mapped read counts have been deposited into the Gene Expression Omnibus (GEO) under the accession code GSE76313. The transcriptome assembly has been deposited at DDBJ/EMBL/GenBank under the accession GECM00000000. The version described in this paper is the first version, GECM01000000. Raw reads have been deposited in the Sequence Read Archive (SRA) under accession codes: SRR1501259, SRR1501260, SRR1501261, SRR2910689, SRR2910692, SRR2910693, SRR2910695, SRR2910698, SRR2910701, SRR2910702, SRR2910703, and SRR2910704. Supplemental Material, Table S1 contains the GO terms associated with genes differentially expressed (DE) in response to a shorter day length in diapausing females. Table S2 contains the GO terms associated with genes DE in response to a shorter day length in nondiapausing females. Table S3 contains a list of neurogenesis/neuron development associated genes DE in response to a shorter day length in either diapausing or nondiapausing females. Table S4 contains a list of ion transport associated genes DE in response to a shorter day length in either diapausing or nondiapausing females. Table S5 contains a list of reproduction associated genes DE in response to a shorter day length in either diapausing or nondiapausing females. Table S6 contains a list of metabolic associated genes DE in response to a shorter day length in either diapausing or nondiapausing females.

## Results

### Transcriptome assembly

Using the blasting strategy described above, we obtained blast results for 99% of the contigs assembled from the RNA sequencing data (accession numbers for blast hits are available with gene expression data from the GEO, accession number: GSE76313). As expected, most of the blast hits (> 25,000 contigs) were to sequences from *D. virilis*, which is the closest relative of *D. montana* with a sequenced genome available. Almost all of the remaining hits were to other *Drosophila* species, with less than 2% (647 contigs) blasting to non-arthropod sequences. Contigs that blasted to a non-arthropod species were discarded prior to mapping. However, contigs that did not get a significant blast hit (321) were kept.

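The count tables list 31233 contigs, each beside the name of its best blast hit. For 321 contigs the hit field repeats the name of the contig itself, which is how a contig without a hit is entered. The remaining contigs carry 15189 distinct hits, so that several contigs often share one hit and the contigs are not all separate genes.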

Of the 69 million paired end reads obtained, approximately 47% mapped uniquely to the reference transcriptome. 

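Counts were obtained for 12 libraries, each made from RNA of 10 pooled whole females kept for 21 d at one light cycle. There were 3 libraries in each of 4 groups: diapausing females from LD 16:8, diapausing females from the CDL, nondiapausing females from the CDL, and nondiapausing females from LD 22:2. All LD 16:8 and LD 22:2 libraries came from isofemale line 175OJ8, whereas each CDL group held 1 library from each of the lines 175OJ8, 265OJ8, and 3OL8. The authors deposited, for each library, the number of reads mapping uniquely to each contig, without normalization. The depth stated by the paper is of paired end reads before mapping, and the values given here rest on the counted reads, which sum to 64719338 over all libraries. The total per library ran from 5174859 to 5764157 at LD 16:8 (median 5324175) and from 4679623 to 5532688 in diapausing females at the CDL (median 5489228). In nondiapausing females it ran from 2986505 to 5970157 at the CDL (median 5836598) and from 5161909 to 6637623 at LD 22:2 (median 6161816). The lowest total is that of the nondiapausing CDL library of line 3OL8. The median contig had between 27 and 59 reads per library. Expression was analyzed with edgeR as in the methods of the paper, with TMM normalization, Cox-Reid dispersion estimates, a GLM over all 4 groups, and likelihood ratio tests with a Benjamini and Hochberg FDR threshold of 0.05. No filter on low counts was applied. A positive log2 fold change stands for higher expression at the shorter day length in either type of female. Because likelihood ratio tests treat the estimated dispersion of a contig as known, edgeR's quasi-likelihood test, which does not, is given wherever it changes a call. Contigs whose normalized count in 1 library was at least 5 times that in every other library are called single-library contigs, a definition chosen after seeing the data.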

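In diapausing females, 126 of the 31233 contigs were DE between LD 16:8 and the CDL, with 67 higher and 59 lower at the shorter day length. In nondiapausing females, 70 contigs were DE between the CDL and LD 22:2, with 25 higher and 45 lower. The contigs with an unadjusted *P* under 0.05 numbered 2287 and 1742. The quasi-likelihood test moved these results most, leaving 2 and 1 DE contigs, with 2420 and 1713 at an unadjusted *P* under 0.05. Every library of one group lay above every library of the other for 80 of the 126 contigs and for 37 of the 70. Chance gives this order in 10% of contigs with 3 libraries against 3, and it held for 10.9% and 12.6% of all contigs in the diapausing and nondiapausing comparisons. Among the contigs with this order, the lowest FDR values in diapausing females were those of *CG16904* (contig_19193), of contig_23146, whose hit is not matched to a gene symbol, and of *MED28* (contig_26556). The log2 fold change of *MED28* was 1.77 (standard error 0.293), with an FDR of 2.58e-05 from edgeR's likelihood ratio test and 0.0543 from its quasi-likelihood test. Over all alternatives the adjusted *P* of *MED28* ran from 1.81e-06 to 0.0543. In nondiapausing females the lowest were contig_23146, contig_19190, and *CG13283* (contig_23003), the last with the same FDR as *CG10177*, contig_4922, and contig_13109 and placed before them by its unadjusted *P*. *CG13283* had a log2 fold change of 3.46 (standard error 0.683), with an FDR of 0.00281 in the likelihood ratio test and 0.331 in the quasi-likelihood test. Its highest count was 117, in the CDL library of line 265OJ8, against 2 to 30 in the other 11 libraries. Without that library its log2 fold change was 2.36 (likelihood ratio FDR 0.190), without LD 22:2 replicate 3 it was 3.08 (FDR 0.0500, just above the threshold), and with isofemale line as a term in the GLM it was 1.81 (FDR 0.366). Over its alternatives the adjusted *P* of *CG13283* ran from 1.35e-10 to 0.785.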

We found that many genes were DE as a result of maintenance under different light cycles in both diapausing and nondiapausing females. 

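The 126 and 70 DE contigs correspond to 0.403% and 0.224% of the contigs tested, and the difference between the 2 numbers was not itself tested. With each library left out in turn, the number in diapausing females was 54 without LD 16:8 replicate 2 and 199 without LD 16:8 replicate 3, and between 86 and 179 in the remaining fits. The number in nondiapausing females fell to 17 without the CDL library of line 265OJ8 and to 34 without that of line 3OL8. It was 35, 44, and 36 without LD 22:2 replicates 1, 2, and 3, and 66 without the CDL library of line 175OJ8. Without LD 16:8 replicate 2 the order of the 2 comparisons was reversed, with 84 DE contigs in nondiapausing females. It was also reversed when only the 6 libraries of the groups compared were fitted, which gave 96 DE contigs in diapausing and 146 in nondiapausing females. Single-library contigs made up 44 of the DE contigs in diapausing females (34.9%) and 38 in nondiapausing females (54.3%). The other DE contigs numbered 82 and 32. In nondiapausing females these had a median absolute log2 fold change of 1.52, against 5.18 for the single-library contigs. In diapausing females the median was 4.90 for the single-library contigs. It was 1.43 for the other contigs, higher and lower ones taken together.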

The number of genes that were DE was greater for diapausing than for nondiapausing flies (Table 1). Only six genes were found to be DE in both groups of flies, and all of these were DE in the opposite direction in the two types of fly (Figure 2), hence all showed a significant diapause state by light cycle interaction. 

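Here 7 contigs were DE in both comparisons, and all 7 were higher at the shorter day length in diapausing females and lower in nondiapausing females. Their log2 fold changes ran from 1.15 to 2.21 in diapausing females and from -2.16 to -0.94 in nondiapausing females. All had a significant diapause state by light cycle interaction, with interaction log2 fold changes of 2.09 to 4.36 and FDR values of at most 2.90e-06 in the likelihood ratio test and 0.0111 in the quasi-likelihood test. Contig_23146 had log2 fold changes of 2.21 (standard error 0.321, likelihood ratio FDR 5.33e-07) and -2.15 (standard error 0.320, FDR 2.76e-06). It was the only contig DE in both groups in the quasi-likelihood test, with FDR values of 0.0101 and 0.0135. Over its alternatives the adjusted *P* reached at most 0.0101 in diapausing and 0.0232 in nondiapausing females. Contig_19190 had log2 fold changes of 1.44 (standard error 0.334, likelihood ratio FDR 0.00942) and -2.02 (standard error 0.344, FDR 1.56e-04). In the quasi-likelihood test its FDR values were 0.152 and 0.131, and over all alternatives they ran from 1.20e-05 to 0.152 and from 1.17e-10 to 0.131. In diapausing females the likelihood ratio FDR of contig_19190 was 0.124 without the CDL library of line 175OJ8, 0.111 without LD 16:8 replicate 1, and 0.145 without LD 16:8 replicate 2. The alternative that moved the number of shared contigs most was isofemale line as a term in the GLM, with 63 contigs DE in both groups, all 63 in opposite directions and 5 of them among the 7. With each library left out in turn the number was 4 without LD 22:2 replicate 1, 4 without the nondiapausing CDL library of line 265OJ8, 12 without the diapausing CDL library of line 175OJ8, 15 without LD 16:8 replicate 3, and 5 to 10 otherwise. Without the diapausing CDL library of line 265OJ8, 9 of the 10 shared contigs were in opposite directions, whereas in every other fit all were.

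**Figure D1:**
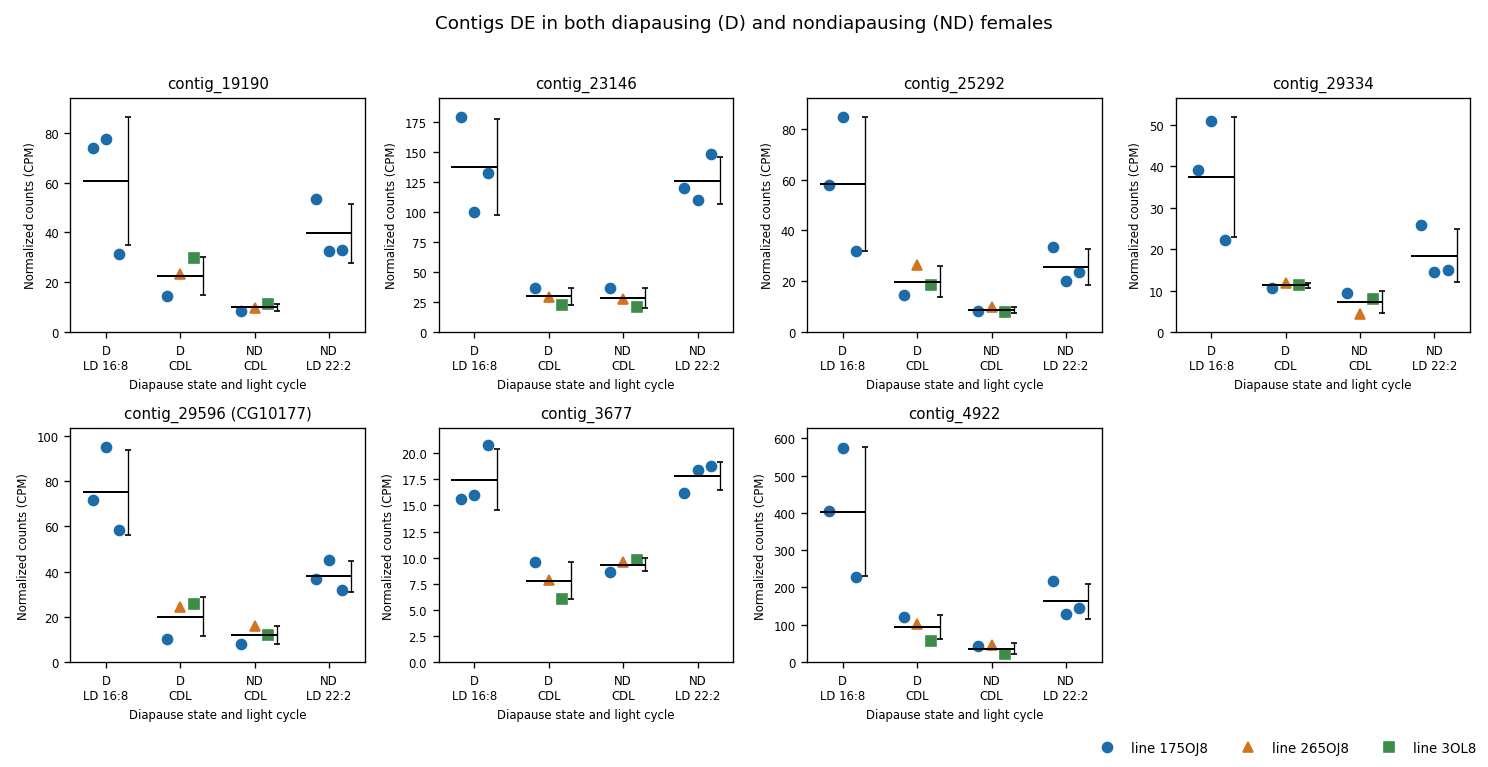
Normalized counts (CPM) of the 7 contigs DE in both diapausing (D) and nondiapausing (ND) females, in each of the 12 libraries. Lines give the mean of 3 libraries, bars the SD and symbols the isofemale line; for contig_23146 the group means are 137 and 29.7 CPM in D females and 28.2 and 126 CPM in ND females.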

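Of the 126 contigs DE in diapausing females, 87 (69.0%) had a significant diapause state by light cycle interaction in edgeR's likelihood ratio test. The same held for 41 of the 70 contigs DE in nondiapausing females (58.6%) and for 121 of the 189 contigs DE in either (64.0%). The log2 fold changes of 117 of the 189 contigs had opposite signs in the 2 types of female (61.9%), against 60.0% of the 30474 contigs with a mean of at least 1 CPM. Among the 107 DE contigs that were not single-library contigs, 89 had opposite signs (83.2%) and 79 had a significant interaction. In the quasi-likelihood test, 1 of 2 DE contigs had a significant interaction, and the line term moved the number of DE contigs with an interaction from 121 to 226. This number fell to 74 without LD 16:8 replicate 2, 79 without LD 16:8 replicate 1, and 78 without the nondiapausing CDL library of line 265OJ8, and lay between 82 and 180 in the other 9 fits that each left out a library. In diapausing females it was 57 and 42 without LD 16:8 replicates 1 and 2, and 152 without replicate 3. In nondiapausing females it was 15 and 26 without the CDL libraries of lines 265OJ8 and 3OL8, 26 and 27 without LD 22:2 replicates 1 and 3, and 27 without LD 16:8 replicate 1.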

For the rest of the DE genes in the nondiapausing and diapausing treatments, approximately 50% showed a significant diapause state by light interaction, indicating that the majority respond differently to differences in day lengths in diapausing and nondiapausing females (Figure 3). This is also supported by the finding that the correlation between DE genes from both type of flies is weakly negative (*r* = –0.21, *P* = 0.009, Figure 4).

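Across the 189 contigs DE in either type of female, the log2 fold changes in diapausing and nondiapausing females had a Pearson's *r* of -0.105 (*P* = 0.152) and a Spearman's rho of -0.217 (*P* = 0.00287), from permutation tests with 100000 resamples, two-sided. Contigs are not independent replicates, so these *P* values describe the list of contigs and not the flies. The Benjamini and Hochberg adjusted *P* of *r* was 0.191 over the 5 relations computed. Leaving out the 2 contigs farthest from the median in diapausing females gave an *r* of -0.0759. Single-library contigs, with a large log2 fold change in one comparison and a small one in the other, made up 82 of the 189, and across these *r* was 0.0467 (permutation *P* = 0.679, adjusted *P* = 0.679) and rho was 0.252 (permutation *P* = 0.0234). Across the other 107 contigs *r* was -0.741 and rho was -0.611, both with a permutation *P* of 1e-05, the smallest that these permutations can give (adjusted *P* = 2.5e-05 for *r*). Without the 2 farthest contigs *r* was -0.644. In this set *r* was -0.863 across the 82 contigs DE in diapausing females (permutation *P* = 1e-05, adjusted *P* = 2.5e-05) and -0.559 across the 32 DE in nondiapausing females (permutation *P* = 9.2e-04, adjusted *P* = 0.00153). Among the alternatives run over all DE contigs, the GLM with a replicate block moved *r* most, to -0.902. No block held libraries from both light cycles of a comparison. That fit cannot separate day length from block, and no conclusion is drawn from it. Leaving out each library in turn gave values of *r* between -0.287, without the diapausing CDL library of line 175OJ8, and -2.47e-04, without LD 16:8 replicate 2. The value was -0.259 and -0.283 without the nondiapausing CDL libraries of lines 175OJ8 and 265OJ8, -0.227 without the diapausing CDL library of line 265OJ8, -0.168 without LD 22:2 replicate 2, and -0.0111 and -0.0581 without LD 16:8 replicates 1 and 3. It was -0.0774 without the diapausing and -0.0566 without the nondiapausing CDL library of line 3OL8. From the interactions the paper infers that most of these genes respond differently to day length in diapausing and nondiapausing females. It names the weakly negative correlation as further support. It proposes that additional biological processes change with day length and may differ between the 2 types of female, or alternatively that the different genes take part in similar functional processes.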

**Table 1:** Number of contigs found to be DE in diapausing and nondiapausing females in response to a shorter day length and those showing significant diapause state by day length interaction

Group	Number of Contigs DE in Response to a Shorter Day Length	Number of Contigs Showing a Significant Diapause State by Day Length Interaction
Diapausing flies (D)	106	50
Nondiapausing flies (ND)	54	26
Common to D and ND	6	6
Total unique contigs DE across both diapause states	154	78

DE, differentially expressed; D, diapausing; ND, nondiapausing.

**Figure 2:**
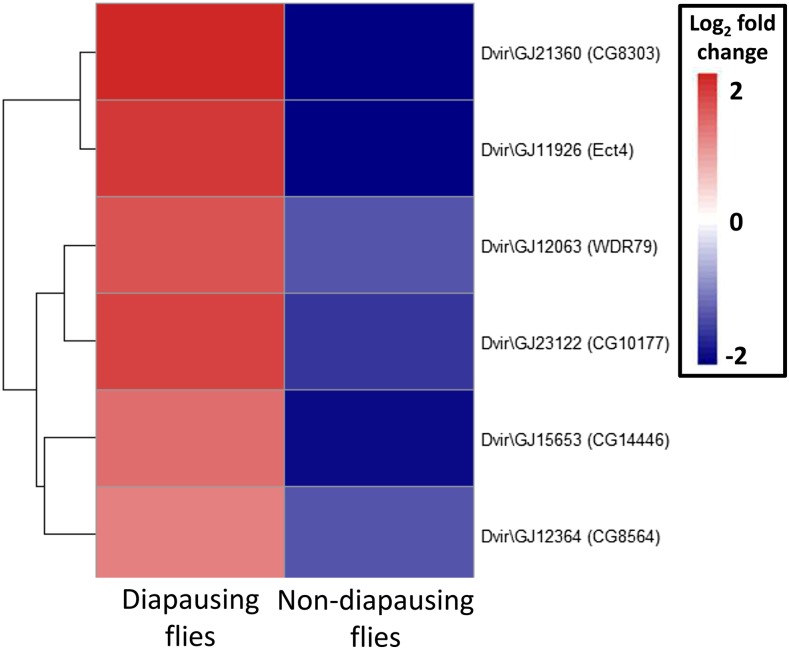
Heat map of the six contigs found to be DE in response to increasing day length in both diapausing and nondiapausing flies. Gene name is the highest significant blast hit, with *D. melanogaster* ortholog in parenthesis. DE, differentially expressed.

**Figure 3:**
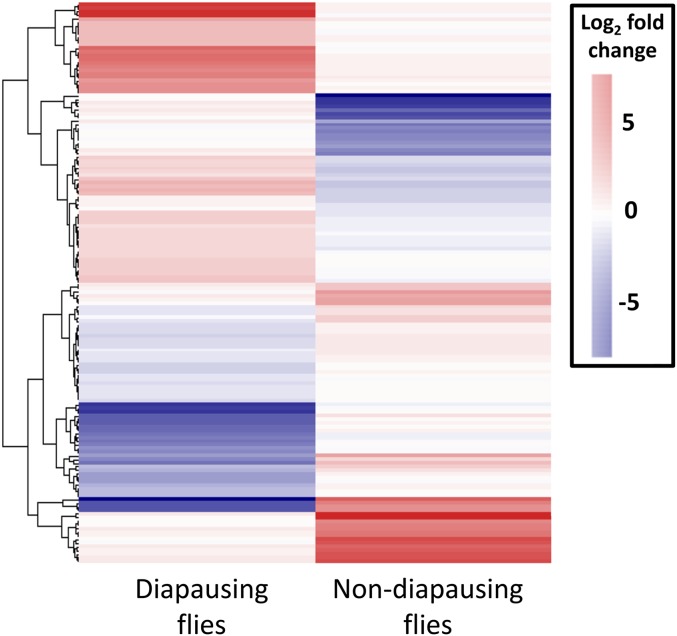
Heat map of all contigs found to be DE in response to increasing day length in diapausing and nondiapausing flies. Note the opposite patterns of expression for the majority of the contigs. DE, differentially expressed.

**Figure 4:**
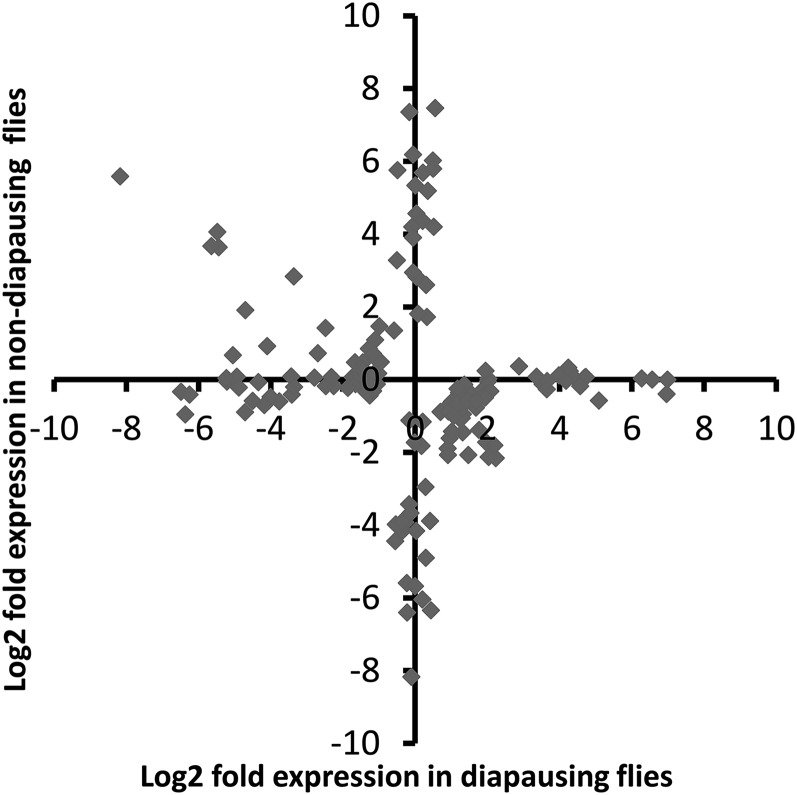
Plot of log2 fold changes for all contigs found to be DE in response to increasing day length in diapausing and nondiapausing flies. DE, differentially expressed.

### Gene function

GO terms associated with DE genes were diverse (Figure 5, Table S1, and Table S2) with no single GO terms found to be significantly enriched in either diapausing or nondiapausing flies. However, a number of processes did stand out as potentially interesting given previous knowledge of overwintering preparation: *e.g.*, those connected to metabolic processes (Hazel 1995; Koštál *et al.* 2003) and neuron development (Montgomery and Macdonald 1990; Janssen 1992; Robertson and Money 2012). Each of these processes were associated with genes DE in both diapausing and nondiapausing flies, suggesting that there may be functional overlap even though the genes themselves differ.

**Figure 5:**
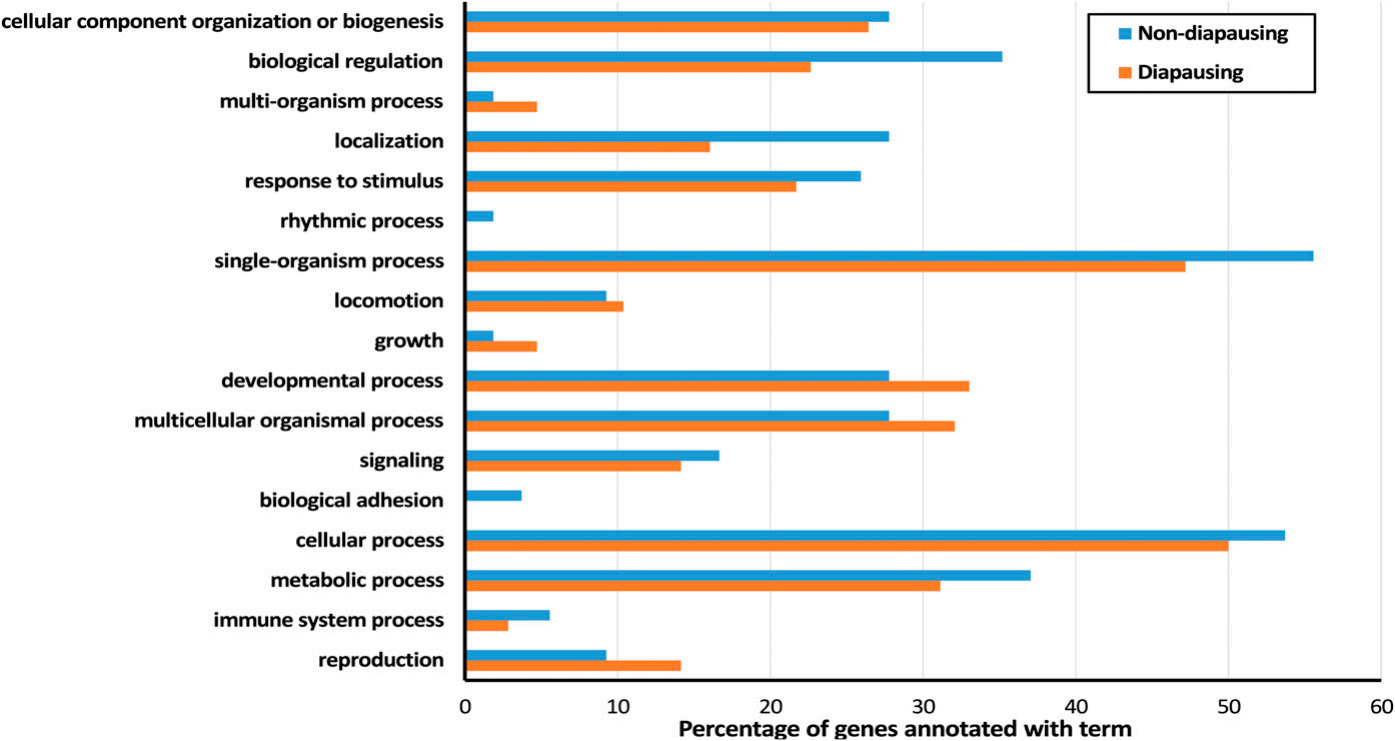
Percentage of DE genes annotated with Level 2 GO terms in nondiapausing and diapausing flies in response to a shorter day length. DE, differentially expressed; GO, gene ontology.

### Functional clustering

Functional clustering of DE genes by DAVID found three significantly enriched clusters for diapausing flies but no significant clusters for nondiapausing flies. These clusters indicated that genes DE in response to different day lengths in diapausing flies are enriched for neurogenesis, cell migration, and fatty acid metabolism (Table 2). Although functional clusters were only identified in diapausing flies, we also found that several genes involved in the same processes were DE in nondiapausing flies, suggesting that these processes may be important for both diapausing and nondiapausing flies.

**Table 2:** Functional clustering of DE genes using DAVID produced three significantly enriched clusters for diapausing flies

Cluster	Enrichment Score	*P* Value	Description
1	1.63	0.023	Neuron projection morphogenesis, neuron development
2	1.55	0.028	Cell motion, cell migration
3	1.32	0.048	Fatty acid biosynthetic process, fatty acid metabolic process

DE, differentially expressed; DAVID, Database for Annotation, Visualization, and Integrated Discovery.

## Discussion

The onset of winter is a major challenge for insects living at high latitudes. *D. montana*, found at northern latitudes (30–70°N), has evolved a photoperiodic reproductive diapause, where short photoperiods induce flies to enter a state of dormancy prior to overwintering as adults. Diapause in *D. montana* females has been well characterized (Lumme 1978), and primarily involves the shutdown of reproduction as evidenced by much smaller ovaries in diapausing females (Salminen *et al.* 2012). The onset of diapause clearly represents a major change in physiological state (Denlinger 2002), however, the induction of diapause typically occurs over a narrow range of photoperiods. CDL is the light dark cycle when half of the females from a particular population enter diapause, but additional changes may occur both before and during diapause, at photoperiods that are shorter or longer than the CDL (Denlinger 2002), in preparation for the colder season ahead. In particular, cold tolerance has been shown to increase in both nondiapausing and diapausing flies when day length becomes shorter (Vesala *et al.* 2012b).

Here, we examined gene expression changes in response to different (shorter) day lengths using two comparisons: between summer (LD 22:2) and the CDL (LD = 18.5:5.5) (corresponding to July 4 and July 31) in nondiapausing females, and between CDL and late summer (LD = 16:8) (corresponding to July 31 and August 19) in diapausing flies preparing for overwintering. By examining differences in gene expression between flies maintained under these different light cycles, we were able to identify whether similar genes respond to a shorter day length in nondiapausing and diapausing flies.

Although we predicted that similar gene expression changes may occur in diapausing and nondiapausing females, we found that the majority of the genes that were DE in each of the comparisons differed, with only six genes shared between the two groups. These common genes showed a significant interaction between diapause state (nondiapausing or diapausing) and light cycle with genes increasing in expression in diapausing females in response to a shorter day length but decreasing in nondiapausing females (Figure 3 and Figure 4). Moreover, significant interactions between diapause state and light cycle were found for around half of the DE genes, indicating that the genes that change expression in response to differences in day lengths in the two groups of flies are largely different. This is somewhat surprising, as the magnitude of the light cycle difference and increase in cold tolerance are similar between the two comparisons (Vesala *et al.* 2012b). This suggests that additional biological processes are changing in response to differing day length and that these processes may differ between diapausing and nondiapausing females. 

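For all 7 shared contigs both CDL groups had a lower mean normalized count than the LD 16:8 and the LD 22:2 group. Contig_23146 had 137 ± 40.0 CPM (SD, n = 3 libraries) at LD 16:8 and 29.7 ± 7.04 CPM at the CDL in diapausing females, and 28.2 ± 8.11 CPM at the CDL and 126 ± 19.6 CPM at LD 22:2 in nondiapausing females. Contig_19190 had 60.8 ± 25.7 CPM at LD 16:8, 22.4 ± 7.67 and 9.83 ± 1.40 CPM in diapausing and nondiapausing females at the CDL, and 39.6 ± 11.8 CPM at LD 22:2 (SD, n = 3 each). For contig_23146 the differences between light cycles exceeded the spread between libraries in both types of female, whereas for contig_19190 at LD 16:8 a single library (replicate 3, with 153 reads) lay far below the other two, with 339 and 373 reads.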

Alternatively, although we found that the genes DE in each of the comparisons were different, it is possible that they are in fact involved in similar functional processes. To examine these ideas further, we examine the associated functional processes for the DE genes below (for a full list of processes for all the genes DE see Table S1 and Table S2).

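*CG8564* (contig_29299) had 261 ± 75.9 CPM (SD, n = 3 libraries) at LD 16:8 and 114 ± 40.6 CPM at the CDL in diapausing females, a log2 fold change of 1.19 (standard error 0.355). In nondiapausing females it had 48.1 ± 12.7 CPM at the CDL and 112 ± 22.1 CPM at LD 22:2, a log2 fold change of -1.23 (standard error 0.357). Neither difference passed the threshold in the likelihood ratio test, with FDR values of 0.121 and 0.172, and the interaction did, with an FDR of 0.00124. DESeq2 gave no adjusted *P* to 17694 contigs in diapausing and 28528 in nondiapausing females, so its adjustment covered fewer contigs. With DESeq2, *CG8564* passed in both types of female (adjusted *P* = 0.00788 and 0.00798). *CG8564* passed in both with a line term in the GLM too (FDR 0.00862 and 0.0155). It also passed with a replicate block (FDR 0.00356 and 0.00323), but block cannot be separated from these comparisons. Over all its alternatives the adjusted *P* ran from 0.00356 to 0.452 in diapausing and from 0.00323 to 1.00 in nondiapausing females. Leaving out LD 16:8 replicate 3 or the CDL library of line 3OL8 also brought it past the threshold in diapausing females (FDR 0.0330 and 0.0384). The contigs of *CG14446* and *Ect4* could not be identified from the hits or the supplementary tables and are not analysed here.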

Three of the six genes shared between the comparisons are associated with neuronal process (*CG14446*, *CG8564*, and *Ect4*) suggesting that changes to neurons are important for both types of female for preparation for a colder time ahead. 

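*CG10177* (contig_29596) was one of the shared contigs, with 75.1 ± 18.7 CPM (SD, n = 3 libraries) at LD 16:8, 20.0 ± 8.56 and 12.0 ± 3.86 CPM in diapausing and nondiapausing females at the CDL, and 38.0 ± 6.83 CPM at LD 22:2. Its log2 fold change was 1.91 (standard error 0.322, likelihood ratio FDR 5.59e-05) in diapausing females and -1.66 (standard error 0.329, FDR 0.00281) in nondiapausing females. The quasi-likelihood FDR values were 0.0543 and 0.304, above the threshold in both. Over all its alternatives the adjusted *P* ran from 1.32e-12 to 0.0543 and from 1.09e-09 to 0.304. Without the CDL library of line 175OJ8 the likelihood ratio FDR in nondiapausing females was 0.0636, with a log2 fold change of -1.41. The contig of *CG8303* could not be identified and is not analysed here.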

Of the remaining genes, two are involved in metabolic processes [fatty acyl-CoA reductase activity (*CG8303*), and protein phosphorylation (*CG10177*)]. Since several other DE genes were also annotated with these processes (neurogenesis and metabolism), we discuss each of these processes in the context of diapause and overwintering below. The final gene shared between the comparisons (*WDR79*) is associated with nucleotide binding, suggesting that it may have a role in regulating changes in gene expression in response to different day lengths. However, future work would be needed to confirm this.

### Neurogenesis

Genes DE in response to a shorter day length in diapausing females produced a significantly enriched functional cluster for neurogenesis/neuron development, with 14% (15/106) of all the DE genes involved in these processes. 

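Table S3 lists 15 contigs for genes of neurogenesis or neuron development in diapausing females. Of these, 14 were DE here in the likelihood ratio test, 6 higher and 8 lower at the shorter day length, and 15 were past the threshold when adjusted over the list alone. The study chose this list on these samples, so the count over the list alone is not independent evidence. The quasi-likelihood test gave 0 of the 15 over all contigs, although all 15 had an unadjusted *P* under 0.05, and a line term in the GLM gave 9. The log2 fold changes ran from -6.64 to 6.90, and 7 of the 15 were single-library contigs. With each library left out in turn, the number DE was 3 and 6 without LD 16:8 replicates 2 and 1, 9 without the CDL library of line 175OJ8, and 11 or 12 otherwise.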

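In nondiapausing females, 5 of the 6 contigs that Table S3 lists were DE in the likelihood ratio test over all contigs, 3 of them higher and 2 lower. Adjusted over the list alone, which is again not independent of these samples, all 6 passed the threshold. None did in the quasi-likelihood test over all contigs, where all 6 had an unadjusted *P* under 0.05, and 4 did with a line term. Among the 6 were 3 single-library contigs. With libraries left out in turn, the number was 1 without LD 22:2 replicate 1 or the CDL library of line 265OJ8, 2 without LD 22:2 replicate 2 or the CDL library of line 175OJ8, and 3 without LD 22:2 replicate 3 or the CDL library of line 3OL8.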

Although no significant functional clusters were found in nondiapausing females, around 10% (6/54) of DE genes were also associated with neurogenesis/neuron development (Table S3). Since neuronal function is known to be particularly sensitive to changes in temperature (Montgomery and Macdonald 1990; Janssen 1992; Robertson and Money 2012) and neurons are susceptible to cold injury (Hochachka and Somero 2002), changes in this group of genes may be involved in preparatory changes to protect/adjust neuron function in anticipation of colder times ahead.

In addition, we also found genes involved in ion transport to be DE in both nondiapausing (6/54) and diapausing (4/106) flies (Table S4). 

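Of the ion transport contigs in Table S4, 3 of the 4 listed for diapausing females were DE in the likelihood ratio test (2 higher and 1 lower), as were all 6 listed for nondiapausing females (3 higher and 3 lower). Adjusted over the list alone the numbers were 4 and 6, and the lists were chosen by the study on these samples, so this is not independent evidence. In the quasi-likelihood test 0 contigs of either list passed the threshold, and all 4 and all 6 had an unadjusted *P* under 0.05. With a line term in the GLM 2 and 0 contigs passed. Single-library contigs were 1 of the 4 and 5 of the 6. In diapausing females the number DE was 1 without any one of LD 16:8 replicates 1 and 2 and the CDL libraries of lines 175OJ8 and 3OL8, 2 without LD 16:8 replicate 3, and 4 without the CDL library of line 265OJ8. In nondiapausing females it was 1 without the CDL library of line 3OL8, 4 without that of line 175OJ8, and 2 without the library of line 265OJ8 or any one of the LD 22:2 libraries.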

Changes in these genes are likely to influence the ionic balance of cells, which may also be anticipatory for colder times, as changes in temperature are known to affect the transport mechanisms involved in the maintenance of cellular ion balance (Heitler *et al.* 1977; Kivivuori *et al.* 1990). Failure to maintain cellular ionic balance can lead to metabolic perturbations that can cause a wide range of negative consequences, particularly the loss of nerve excitation (Hochachka 1986; Koštál *et al.* 2004). Such genes may work in conjunction with neurogenesis/neuron development genes to adjust neuron physiology to enable flies to be more cold tolerant. 

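*CG5549* (contig_22605) had a log2 fold change of -4.40 (standard error 0.935, likelihood ratio FDR 0.0209) in nondiapausing females. LD 22:2 replicate 2 had 1110 reads of this contig, against 11 to 43 in the other 11 libraries, and without that library the log2 fold change was 0.02 (FDR 1.00). Its likelihood ratio FDR was also above the threshold, at 0.196, 0.358, and 0.0963, without the CDL libraries of lines 175OJ8, 265OJ8, and 3OL8. The quasi-likelihood FDR of *CG5549* was 0.462, and the range over its alternatives was 1.52e-04 to 1.00. *CG14741* (contig_8801) had 26.2 ± 7.17 CPM (SD, n = 3 libraries) at LD 16:8 and 11.0 ± 6.35 CPM at the CDL in diapausing females. Its log2 fold change was 1.24 (standard error 0.333), with a likelihood ratio FDR of 0.0521 and a quasi-likelihood FDR of 0.241. It passed the threshold with DESeq2 (adjusted *P* = 0.0411, over fewer contigs), with RLE normalization (FDR 0.0488), and with a filter on low counts (FDR 0.0489). It also passed without LD 16:8 replicate 3 (FDR 0.0113) and without the CDL library of line 265OJ8 (FDR 8.72e-05), in a range over its alternatives of 8.72e-05 to 0.342. For *para* (contig_5578) the log2 fold change in diapausing females was -3.50 (standard error 0.811, likelihood ratio FDR 0.0216, quasi-likelihood FDR 0.264). Its CDL library of line 175OJ8 had 661 reads, whereas the other CDL libraries of diapausing females had 15 and 37 and the remaining libraries 7 to 34. Without the 175OJ8 library the log2 fold change of *para* was -0.38 (FDR 0.987), and the FDR was 0.179, 0.121, and 0.124 without LD 16:8 replicates 1, 2, and 3. Over its alternatives the adjusted *P* of *para* ran from 1.22e-04 to 0.987.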

In fact, several of these ion transport genes have been implicated in neuron-specific roles in *D. melanogaster*, including: *CG5549*, *CG14741*, *paralytic* (*para*), and *Ih*. In particular, disruptions in *para* have been shown to produce temperature-sensitive flies that exhibit a “paralytic” phenotype when exposed to a change in temperature (Suzuki *et al.* 1971; Lindsay *et al.* 2008). Intriguingly, *Ih*, which encodes for a hyperpolarization-activated cyclic nucleotide-gated channel (HCN) (Gisselmann *et al.* 2005), has been shown to be implicated in the regulation of rhythmic behaviors such as sleep (Gonzalo-Gomez *et al.* 2012), and also to affect how light signals are processed in *D. melanogaster* (Hu *et al.* 2015). As we find this gene to be downregulated in response a shorter day length in nondiapausing flies, it is possible that it is involved in cueing downstream responses to differences in light. 

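*Ih* (contig_27300) had a log2 fold change of -6.17 (standard error 1.08) in nondiapausing females, with a likelihood ratio FDR of 0.00493 and a quasi-likelihood FDR of 0.332. LD 22:2 replicate 3 had 5568 reads of this contig, and each of the other 11 libraries had 5 to 33. Without that library the log2 fold change was -0.10 (FDR 1.00). The FDR was also above the threshold, at 0.0796, 0.176, and 0.0603, without the CDL libraries of lines 175OJ8, 265OJ8, and 3OL8. Over its alternatives the adjusted *P* of *Ih* ran from 1.97e-05 to 1.00.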

*Ih* is also the only gene DE in either of the comparisons to be annotated as influencing circadian rhythms. This is perhaps surprising given the known influence of circadian genes on the diapause induction (Denlinger 2002; Saunders 2011). In addition, studies examining gene expression differences between nondiapausing and diapausing states typically find changes in genes involved in phototransduction or controlling circadian rhythms (Emerson *et al.* 2010; Zhao *et al.* 2015; Meuti *et al.* 2015). However, our study did not look at the onset of diapause *per se*, but rather the changes taking place prior to and after the occurrence of diapause and, thus, it appears that circadian genes have a more limited role in these comparisons (also see Salminen *et al.* 2015).

### Reproduction

Both diapausing and nondiapausing flies show DE genes annotated with the GO terms “reproductive process” or “reproduction,” with 14% (15/106) of DE genes in diapausing flies and 9% (5/54) in nondiapausing flies (Table S5). 

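All 15 contigs that Table S5 lists for diapausing females were DE in the likelihood ratio test, 4 higher and 11 lower at the shorter day length. So were all 5 listed for nondiapausing females, 3 higher and 2 lower. The same numbers passed when adjusted over the list alone, which is no independent evidence because the study chose the lists on these samples. The quasi-likelihood test over all contigs gave 0 of 15 and 0 of 5, with an unadjusted *P* under 0.05 for all of them, and the line term gave 7 and 3. Single-library contigs numbered 5 and 3. In diapausing females the number DE was 2, 5, and 9 without LD 16:8 replicates 2, 1, and 3, and 8 without the CDL library of line 175OJ8 or 3OL8. It was 12 without the CDL library of line 265OJ8. In nondiapausing females it was 1 without any one of the LD 22:2 libraries or the CDL library of line 265OJ8, and 2 without the CDL library of line 175OJ8 or 3OL8.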

Since we only made comparisons within reproductive states (diapausing and nondiapausing) this finding suggests that females begin altering their reproductive state in response to a shorter day length both prior to and after entering diapause. For nondiapausing flies, three genes involved in gonad development (*thr*, *wb*, and *fz2*) were DE, with a fourth gene involved in oogenesis (*asun*) found to be strongly downregulated. 

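In nondiapausing females *thr* (contig_19929) had 15.9 ± 1.62 CPM (SD, n = 3 libraries) at the CDL and 28.9 ± 1.72 CPM at LD 22:2. Its log2 fold change was -0.87 (standard error 0.211, likelihood ratio FDR 0.0220). The FDR was above the threshold in each of the 6 fits that left out a library, between 0.0704 without LD 22:2 replicate 2 and 0.556 without the CDL library of line 265OJ8. *fz2* (contig_2007) had 34.6 ± 21.0 CPM at the CDL and 9.84 ± 3.73 CPM at LD 22:2 (SD, n = 3 each), a log2 fold change of 1.82 (standard error 0.420, likelihood ratio FDR 0.0157). Its FDR was 0.252 and 0.0897 without the CDL libraries of lines 175OJ8 and 265OJ8, and 0.318 and 0.189 without LD 22:2 replicates 1 and 2. The contigs of *wb* and *asun* were single-library contigs. *wb* (contig_5950) had a log2 fold change of 4.93 (standard error 0.913, likelihood ratio FDR 0.00493), with 3248 reads in the CDL library of line 265OJ8 and 19 to 43 in the other 11. Without that library its log2 fold change was 0.10 (FDR 1.00), and within line 175OJ8 alone it was -0.40. Its FDR was 0.0928, 0.0920, and 0.0907 without LD 22:2 replicates 1, 2, and 3. *asun* (contig_27667) had a log2 fold change of -6.65 (standard error 1.13, likelihood ratio FDR 0.00493), with 18825 reads in LD 22:2 replicate 3 and 9 to 50 in the other 11. Without that library the log2 fold change was 0.26 (FDR 1.00), and the FDR was 0.0753, 0.178, and 0.0583 without the CDL libraries of lines 175OJ8, 265OJ8, and 3OL8. In the quasi-likelihood test the FDR of each of these 4 genes was 0.331. Over their alternatives the adjusted *P* ran from 0.0106 to 0.556 for *thr*, from 2.59e-06 to 1.00 for *wb*, from 1.31e-05 to 0.331 for *fz2*, and from 1.83e-05 to 1.00 for *asun*.

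**Figure D2:**
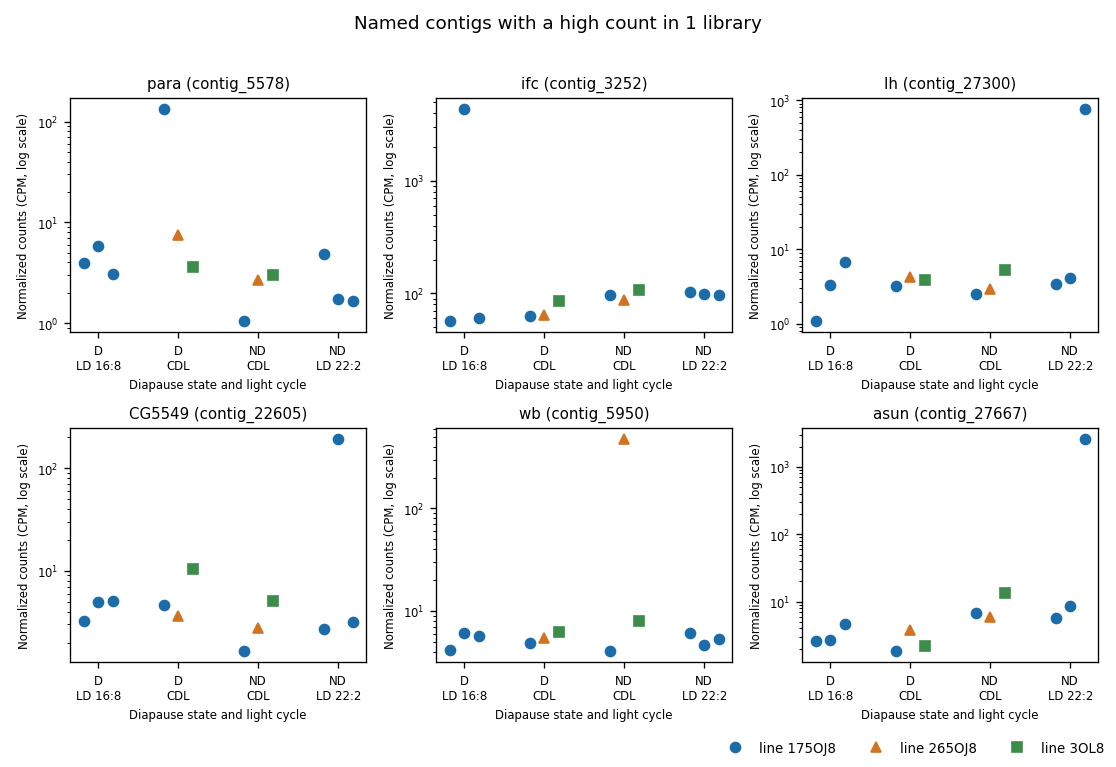
Normalized counts (CPM, log axis) of *para*, *ifc*, *Ih*, *CG5549*, *wb*, and *asun* in each of the 12 libraries, by diapause state and light cycle, with symbols for the isofemale line. In each panel 1 library stands far above the rest, such as LD 22:2 replicate 3 for *asun* with 18825 reads against 9 to 50.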

In diapausing females, we also observed that several genes involved in oogenesis (*wek*, *Gprk2*, and *wash*) and two yolk protein genes (*Yp2* and *Yp3*) were downregulated, suggesting that there is additional shutdown of reproductive processes during diapause. 

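In diapausing females *wek* (contig_14939) had a log2 fold change of -1.66 (standard error 0.433), from 4.45 ± 1.56 CPM (SD, n = 3 libraries) at the CDL to 1.39 ± 0.448 CPM at LD 16:8. *Gprk2* (contig_12109) fell by 0.94 on the log2 scale (standard error 0.215), from 23.3 ± 0.542 to 12.1 ± 0.777 CPM, a difference far larger than the spread between libraries. *wash* (contig_19416) changed by -1.74 (standard error 0.445), from 4.08 ± 1.39 to 1.19 ± 0.431 CPM. *Yp2* (contig_8009) changed by -1.52 (standard error 0.356), from 86.9 ± 34.4 to 30.4 ± 7.25 CPM, and *Yp3* (contig_633) by -1.51 (standard error 0.350), from 333 ± 147 to 117 ± 12.7 CPM. The likelihood ratio FDR was 0.0177 for *wek*, 0.00607 for *Gprk2*, 0.0112 for *wash*, 0.0110 for *Yp2*, and 0.0104 for *Yp3*. The quasi-likelihood FDR was 0.177, 0.0965, 0.153, 0.0965, and 0.115 in the same order, above the threshold for all 5. For each gene, every LD 16:8 library lay below every CDL library. Over all alternatives the adjusted *P* ran from 0.00915 to 0.275 for *wek*, 0.00521 to 0.0965 for *Gprk2*, 0.00392 to 0.234 for *wash*, 1.01e-04 to 0.183 for *Yp2*, and 1.03e-06 to 0.209 for *Yp3*. With a line term in the GLM *wek* and *wash* did not pass (FDR 0.0768 and 0.0544). Without LD 16:8 replicate 1 none of the 5 passed, with FDR values of 0.201, 0.0685, 0.0922, 0.183, and 0.154. Without LD 16:8 replicate 2 only *wash* passed, and the FDR of *wek*, *Gprk2*, *Yp2*, and *Yp3* was 0.0706, 0.0520, 0.132, and 0.111. *wek* did not pass without the CDL library of line 265OJ8 (FDR 0.231), nor *wash* without LD 16:8 replicate 3 (FDR 0.0941) or the CDL library of line 3OL8 (FDR 0.152). Without the CDL library of line 175OJ8 the log2 fold changes of *Yp2* and *Yp3* were -1.16 and -1.11 (FDR 0.170 and 0.209).

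**Figure D3:**
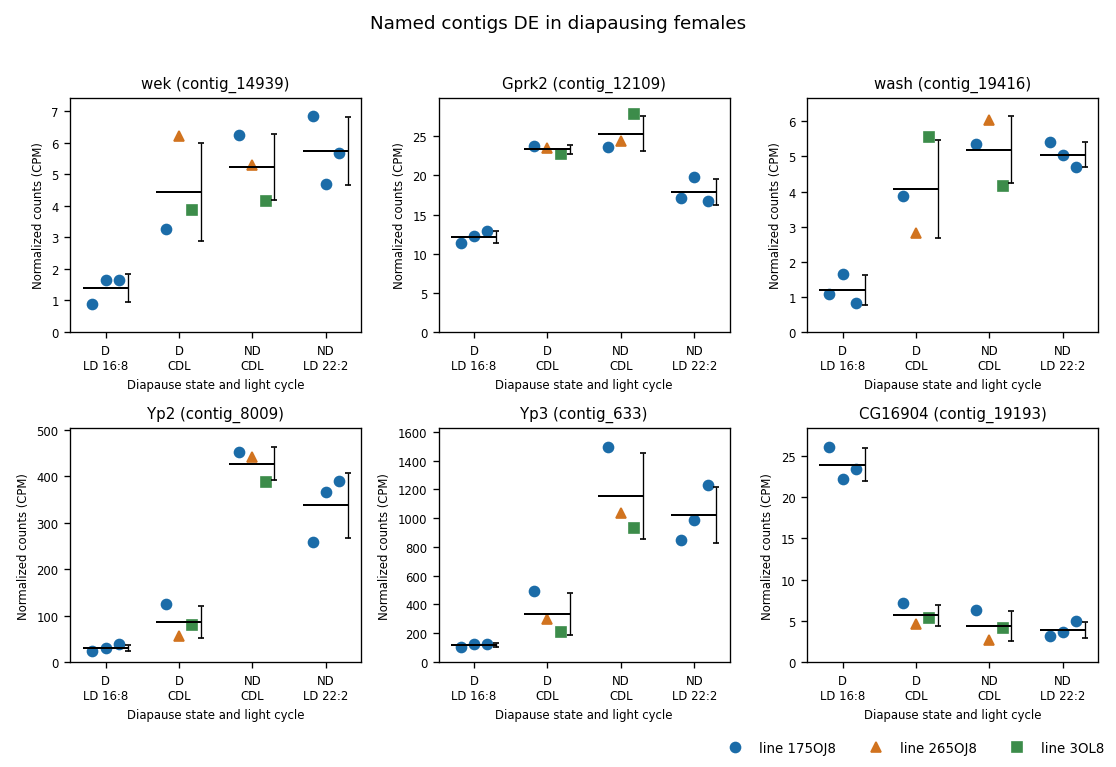
Normalized counts (CPM) of *wek*, *Gprk2*, *wash*, *Yp2*, *Yp3*, and *CG16904* in each of the 12 libraries, with the mean of 3 libraries as a line, the SD as a bar and symbols for the isofemale line (D, diapausing; ND, nondiapausing). *Gprk2* has 12.1 CPM at LD 16:8 and 23.3 CPM at the CDL in D females, and *CG16904* has 23.9 and 5.68 CPM.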

Taken together, these results suggest that females use day length to cue changes in their reproductive states both before and after entering into diapause.

Interestingly, Zhao *et al.* (2015) found that *Yp1*, *Yp2*, and *Yp3* were strongly DE between diapause states in the heads of *D. melanogaster*. Although the function of these genes in the head is unknown, previous work has shown that these genes are also involved in neurogenesis (Neumüller *et al.* 2011). This suggests that the DE of *Yp2* and *Yp3* in our study may be responsible for changes in neurons (as discussed above) rather than, or in addition to, reproduction. Future work examining the expression of *Yp2* and *Yp3* in different tissues of *D. montana* will allow us to tease apart these, or other, potential roles.

### Metabolic processes

An increase in cold tolerance is known to involve a shift in the metabolic profile, as well as the production of, cryoprotectants, which act to maintain the osmotic balance and stabilize the membrane structures of a cell (Hazel 1995; Koštál *et al.* 2003). Since cold tolerance is known to increase as photoperiod decreases in *D. montana* (Vesala *et al.* 2012b), we expected to find genes involved in metabolic processes to be DE in response to reduced photoperiod in both types of flies. Consistent with this, we found that around 30% of genes DE in response to a shorter day length in nondiapausing (17/54) and diapausing flies (31/106) were involved in primary metabolic processes (Table S6). 

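Of the 31 contigs that Table S6 lists for diapausing females, 29 were DE in the likelihood ratio test, 13 higher and 16 lower at the shorter day length. For nondiapausing females 16 of 17 were, 6 higher and 10 lower. Adjusted over the list alone, 30 and 17 passed, which is not independent evidence, as the study chose the lists on these samples. The quasi-likelihood test gave 1 and 0 over all contigs, and all 17 contigs of the nondiapausing list had an unadjusted *P* under 0.05. With a line term the numbers were 17 and 8. Single-library contigs numbered 11 and 9. In diapausing females the number DE was 11 and 14 without LD 16:8 replicates 2 and 1, 17 without the CDL library of line 175OJ8, and 20 to 23 otherwise. In nondiapausing females it was 2 without the CDL library of line 265OJ8, 7 without that of line 175OJ8 or without LD 22:2 replicate 1 or 2, and 9 without LD 22:2 replicate 3 or the CDL library of line 3OL8.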

Splitting the primary metabolic GO term into its constitute parts showed that the majority of the metabolic genes were involved in nucleobase and protein metabolism, with similar proportions of each term found for both comparisons (Figure 6).

**Figure 6:**
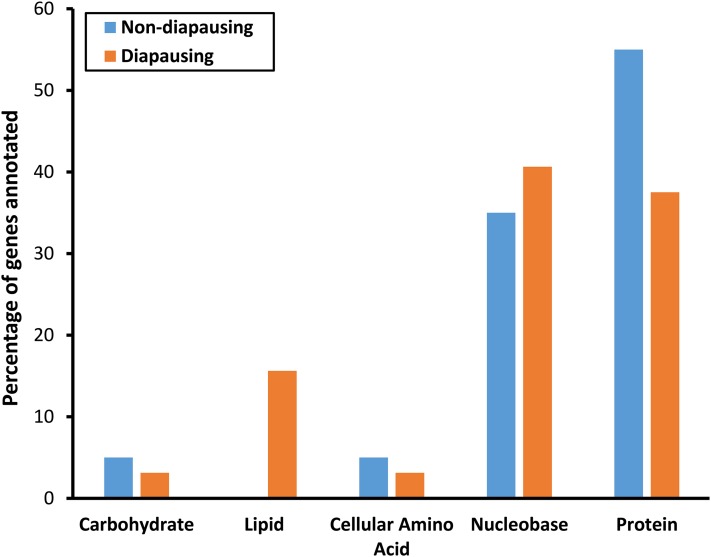
Percentage of genes annotated for each of the primary metabolic processes for nondiapausing and diapausing flies.

It is unclear what potential role changes in nucleobase metabolism have in our study, but they are likely to influence changes in the transcription of particular subsets of genes. Moreover, although it is not clear which genes/processes are regulated by the majority of the nucleobase metabolism genes DE in our study, many are involved in controlling development including gonadal and embryonic processes. These changes likely reflect the modifications in reproductive status as discussed above, rather than nucleobase metabolism playing a role in overwintering preparation *per se*.

Changes in protein metabolism (particularly changes in amino acid concentrations in the hemolymph) have previously been associated with diapause in a number of insect species including: *Ostrinia sp*. (Lepidoptera) (Morgan and Chippendale 1983), *Leptinotarsa decemlineata* (Coleoptera) (Lefevere *et al.* 1989), and *Pyrrhocoris apterus* (Hemiptera) (Koštál *et al.* 2011). Such changes are likely to have two roles in insect diapause: increasing cold tolerance (see Lee 1991), and serving as nutrient storage (Hahn and Denlinger 2011). Storage of amino acids is thought to be important for diapause in order for the organism to survive the dormancy period and to allow for the remodeling of tissues with the onset of spring (Hahn and Denlinger 2011). Several studies have shown that insects often store amino acids as hexameric storage proteins, and in *D. melanogaster* the major storage proteins are the hexameric larval serum proteins *Lsp1* and *Lsp2* (Haunerland 1996). 

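*Lsp2* (contig_653) had 8129, 4934, and 663 reads in the CDL libraries of nondiapausing females of lines 175OJ8, 265OJ8, and 3OL8, and 225, 316, and 1921 reads in LD 22:2 replicates 1, 2, and 3. The normalized counts were 711 ± 507 CPM at the CDL and 118 ± 129 CPM at LD 22:2 (SD, n = 3 each), so that the spread between libraries was of the size of the means and the groups overlapped. The log2 fold change was 2.60 (standard error 0.612), with a likelihood ratio FDR of 0.0333 and a quasi-likelihood FDR of 0.407. *Lsp2* did not pass with DESeq2 (adjusted *P* = 0.0700) or with only the 6 libraries of the groups compared (FDR 0.0745). Without the CDL library of line 175OJ8 its log2 fold change was 2.00 (FDR 0.256), and the FDR was 0.392 and 0.357 without LD 22:2 replicates 1 and 2 and 0.173 without the CDL library of line 265OJ8. It passed with a line term (log2 fold change 3.07, FDR 9.14e-04), and without LD 22:2 replicate 3 (4.08, FDR 5.83e-06) or the CDL library of line 3OL8 (3.04, FDR 0.00110). It also passed with a replicate block (4.03, FDR 1.31e-04), but block cannot be separated from this comparison. With a line term and the quasi-likelihood test it did not (FDR 0.0624), nor without single-library contigs, an alternative chosen after seeing the data (FDR 0.0936). Over all alternatives the adjusted *P* ran from 5.83e-06 to 0.442.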

Interestingly, we found that the gene coding for one of these, *Lsp2*, is upregulated in response to reduced day length in nondiapausing flies, suggesting that females use this gene to store amino acids in preparation for seasonal change. This gene has been previously associated with storage of amino acids during diapause in several insect orders [*e.g.*, Coleoptera (Koopmanschap *et al.* 1992) and Lepidoptera (Godlewski *et al.* 2001)]. Since diapause is likely to have evolved independently in numerous insect taxa (for reviews see: Denlinger 2002; Saunders 2011), this suggests that *Lsp2* has been coopted into storing amino acids during winter numerous times.

Previous work examining insect diapause has consistently shown large expression changes in genes involved in lipid metabolism (Sim and Denlinger 2009; Kubrak *et al.* 2014; Salminen *et al.* 2015; Zhao *et al.* 2015). 

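*CG16904* (contig_19193) had 23.9 ± 1.99 CPM (SD, n = 3 libraries) at LD 16:8 and 5.68 ± 1.29 CPM at the CDL in diapausing females, a log2 fold change of 2.07 (standard error 0.296). It passed the threshold in the likelihood ratio test (FDR 6.03e-08) and in the quasi-likelihood test (FDR 0.0172), and over its alternatives the adjusted *P* ran from 6.44e-09 to 0.0207. For *ifc* (contig_3252) the log2 fold change was 4.41 (standard error 0.906, likelihood ratio FDR 0.0101, quasi-likelihood FDR 0.216). LD 16:8 replicate 2 had 21193 reads of this contig and the other 11 libraries 260 to 724, and without that library the log2 fold change was -0.27 (FDR 0.978). The FDR of *ifc* was 0.0943, 0.0844, and 0.0754 without the CDL libraries of lines 175OJ8, 265OJ8, and 3OL8, and over its alternatives the adjusted *P* ran from 3.56e-05 to 0.978. *Acetyl-CoA carboxylase* (contig_6502) had 116 ± 38.0 CPM at LD 16:8 and 49.9 ± 12.8 CPM at the CDL (SD, n = 3 each), a log2 fold change of 1.21 (standard error 0.300, likelihood ratio FDR 0.0205). Its quasi-likelihood FDR was 0.147, in a range over its alternatives of 0.00143 to 0.248, and its FDR with a line term was 0.193. It did not pass without LD 16:8 replicate 1 (FDR 0.183), without LD 16:8 replicate 3 (FDR 0.0528), or without the CDL library of line 265OJ8 (FDR 0.167) or 3OL8 (FDR 0.121).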

In this study, we only found five genes (*CG16904*, *ifc*, *Acetyl-CoA carboxylase*, *Yp2*, and *Yp3*) DE in response to a shorter day length in diapausing flies (see Table S6). This finding suggests that changes in lipid metabolism, though important in the transition between nondiapause and diapause stages, vary only a little in response to differences in day length.

We suggest that the changes we observed in metabolism are likely be involved in altering *D. montana’s* cold tolerance and/or nutrient storage, but it is also possible that such changes are working in concert with, or are a result of, changes in feeding activity. It is known that several species of *Drosophila* reduce their food intake when diapausing (Matsunaga *et al.* 1995; Kubrak *et al.* 2014) and thus it is possible that *D. montana* alter the amount of food they consume in response to a change in day length. For instance, flies may increase their feeding activity at shorter day lengths, in preparation for diapause and overwintering when feeding will be reduced. Such a change in feeding may thereby cause a difference in the expression of genes involved in food storage (such as *Lsp2*, above). To confirm this hypothesis, future work examining how day length alters feeding activity and how such changes may impact the expression of metabolism genes, how subsequent metabolites are assimilated, and how they may affect cold tolerance/overwintering survival are needed.

### Relation of reduced day length to cold acclimation

Both the shortening of the photoperiod and decreased temperature are known to lead to increased cold tolerance in *D. montana* (Vesala *et al.* 2012b). As a result, we can ask if DE genes in response to cold are the same as those DE in response to a shorter day length. In our previous study, we examined gene expression differences in response to cold (rather than light) in *D. montana* (Parker *et al.* 2015), but we find that only two genes, *Lsp2* and *CG6084*, overlap with the DE genes in this study. Both of these genes were found to be DE in the nondiapausing comparison and *Lsp2* (which, as discussed above, is a storage protein), was found to be downregulated during cold acclimation (rather than upregulated in response to a shorter day length). The reason for the downregulation of this gene is unknown, but may reflect the fact that cold acclimation is energetically costly. *CG6084*, on the other hand, is reported as having aldo/keto reductase activity and an oxidoreductase domain, but the processes it is involved in are otherwise unknown. Given that it is downregulated both in response to a shorter day length and the onset of cold (cold acclimation), we hypothesize that it may have an important role in increasing cold tolerance.

Overall, there is very little overlap between DE genes during cold acclimation and those associated with decreasing day length. This is somewhat surprising as both nondiapausing and diapausing flies show an increase in cold tolerance (Vesala *et al.* 2012a,b), leading to the question of why do we not see a greater proportion of shared genes? One reason may simply be that, since an increase in cold tolerance can be achieved by production of many different metabolites, those produced may be specific to each environmental cue. Cold acclimation, diapause, and overwintering preparation are all complex induced phenotypes, which are energetically costly. As such, the ability and cost to produce specific metabolites may be different in each situation, resulting in the utilization of different pathways to increase cold tolerance. Future work, examining the shift in metabolic profiles during different phases of cold acclimation and diapause, is needed to examine this further.

### Future work

In our study, we identified genes that changed in expression between specific day lengths. We interpret these changes as consistent with preparing for seasonal changes but, due the nature of our experiment, we have not shown whether such genes have constant patterns of expression over all of the day lengths that are naturally experienced by *D. montana* as they prepare for winter. Thus, future work examining the expression of the candidate genes we have identified here across a more continuous range of day lengths would be particularly interesting. In this study, we also suggest functional roles for several of the genes identified as being DE. However, due to the correlative nature of RNA-seq, future functional genetic work using RNAi or CRISPR to experimentally alter the expression of such candidate genes is now needed to test such suggestions.

## Supplementary Material

Supplemental Material

# Supplementary material for: Preparing for Winter: The Transcriptomic Response Associated with Different Day Lengths in Drosophila montana
**Source:** G3 (Bethesda). 2016 Mar 11;6(5):1373–81. doi: 10.1534/g3.116.027870
**Supplement:** Supplemental Material

Preparing for Winter: The Transcriptomic Response Associated with Different Day Lengths in Drosophila montana — Supplemental Material 

# Preparing for Winter: The Transcriptomic Response Associated with Different Day Lengths in *Drosophila montana*

## Supplemental Material for Parker, Ritchie, and Kankare, 2016

**Files in this Data Supplement:**

- Table S1 - GO terms associated with genes DE in response to a shorter day length in diapausing females. (.xlsx, 48 KB)
- Table S2 - GO terms associated with genes DE in response to a shorter day length in non-diapausing females. (.xlsx, 35 KB)
- Table S3 - Neurogenesis / neuron development associated genes DE in response to a shorter day length in either diapausing or non-diapausing females. (.xlsx, 14 KB)
- Table S4 - Ion transport associated genes DE in response to a shorter day length in either diapausing or non-diapausing females. (.xlsx, 13 KB)
- Table S5 - Reproduction associated genes DE in response to a shorter day length in either diapausing or non-diapausing females. (.xlsx, 16 KB)
- Table S6 - Metabolic associated genes DE in response to a shorter day length in either diapausing or non-diapausing females. (.xlsx, 19 KB)

How the deposited data were processed for this re-analysis (not part of the article)

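Gene expression was measured by RNA-seq in pools of 10 whole *D. montana* females of 21 d of age, in 12 libraries: 3 each of diapausing females at LD 16:8, diapausing females at the CDL, nondiapausing females at the CDL, and nondiapausing females at LD 22:2. The values are counts that the authors deposited for each library. The authors trimmed and error-corrected SOLiD reads from both ends of each fragment, mapped them to their *de novo* transcriptome with CLC Genomics Workbench after discarding contigs with a nonarthropod hit, and counted with HTSeq the reads mapping uniquely to each contig. The counts are not normalized, and whether the 2 reads of a fragment were counted once or separately is not stated. The counted total of 64719338 is above the share of its read pairs that the paper gives as uniquely mapped. This argues against counting each fragment only once. The light cycle at the CDL is taken as 18.5 h light and 5.5 h dark, as in the methods of the paper; the sample labels give 17.5 h and 5.5 h.

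All 31233 contigs had at least 1 count and all were tested. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. TMM normalization, Cox-Reid dispersion estimates, a GLM with diapause state, light cycle, and their interaction (fitted as 4 groups), likelihood ratio tests, and an FDR threshold of 0.05 follow the methods of the paper. The common, trended, and tagwise steps of the dispersion and the prior count of 0.125 are not stated there and were chosen here. The contrasts that answer the questions of the paper are LD 16:8 against the CDL in diapausing females, the CDL against LD 22:2 in nondiapausing females, and the difference between these (the interaction). A further contrast compares diapausing with nondiapausing females at the CDL. TMM factors ran from 0.837 to 0.921 in diapausing and from 1.09 to 1.15 in nondiapausing libraries, and the 10 most abundant contigs took 4.07 to 5.27% and 2.63 to 3.72% of the counts. The common dispersion was 0.0564, a biological coefficient of variation of 0.237, which rather than the counting error of the median contig sets the precision of most fold changes.

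Log2 fold changes are given with the standard error from the GLM, and normalized counts as means and SD of 3 libraries. Correlations across contigs have two-sided permutation *P* values from 100000 permutations. The genes named are those that the paper names as DE and that Tables S3 to S6 list with a contig, and in each contrast up to 3 contigs with the lowest FDR among those in which every library of one group lies above every library of the other. The 15189 distinct hits of the contigs were compared with a table of 15263 genes with their symbols, and 0 matched, so contigs outside Tables S3 to S6 are given by their contig name. *CG8303*, *Ect4*, *WDR79*, *CG14446*, *CG6084*, and *Yp1* are not matched to a contig and not analysed here, nor are the enrichment of functional terms and the mapping of reads.

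The alternatives set before the data were examined were edgeR's quasi-likelihood test, the DESeq2 Wald test, RLE normalization, library size without TMM factors, filterByExpr with a minimum count of 10, estimateDisp dispersions, a prior count of 2, only the 6 libraries of the groups compared, isofemale line as a term with either edgeR test, a replicate block, line 175OJ8 alone without a test, other sets of contigs for the correlation, and each library left out in turn, which for named contigs and the contigs of Tables S3 to S6 means each library of the groups compared. Leaving out the single-library contigs was added after seeing the data. In the CDL contrast the isofemale lines link the libraries of diapausing and nondiapausing females. After removing the group means, libraries of the same line had correlations of 0.222, 0.153, and 0.341 across 30474 contigs for lines 175OJ8, 265OJ8, and 3OL8. The GLM with a replicate block gave 16046 contigs for that contrast. LD 16:8 and LD 22:2 libraries of the same number had correlations of -0.0213, -0.122, and 0.0673, so their numbers were not taken to link them. No replicate name is shared between a CDL group and another group. The replicate block therefore cannot be separated from either day length comparison or from the interaction, and its values there decide nothing. The ranges over alternatives include them.

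The procedure was tested on simulated data with the dispersion and library sizes of these libraries. The contigs given a change or a high count were drawn from those above a minimum total count that were not single-library contigs. Among 100 contigs given a log2 fold change of 1 in diapausing females, the likelihood ratio test called 38, and among 100 given a log2 fold change of 2 it called 93, with 27 false calls of 158. The quasi-likelihood test called 20 and 91, with 14 false calls of 125. Where 100 contigs were given a high count in 1 library only, the likelihood ratio test called 85 and the quasi-likelihood test 0.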

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

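Of the tests in this part, the counts over other splits of the libraries were chosen before the results were seen, and all others only afterwards.

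The effect of day length differed between diapausing and nondiapausing females, tested as an interaction, in 334 contigs (220 with a positive and 114 with a negative interaction), and in 68 contigs with the quasi-likelihood test. Among 100 ways of splitting the diapausing and the nondiapausing libraries into light cycles, the real one included, 1 gave as many, the real one, and the others gave 0 to 144 contigs. Single-library contigs do not account for the number, since 349 contigs had an interaction without them. The isofemale lines of the CDL groups are argued against as the whole cause by the 290 contigs that are not single-library contigs: with a line term the interaction log2 fold change had a median ratio of 1.00 to that without it, and 275 kept their sign, although only 87 were still past the threshold. The interaction contrast equals the LD 16:8 and LD 22:2 groups together against both CDL groups. In 310 of the 334 contigs both CDL groups lie on the same side of the other group of their own diapause state, which the contrast largely imposes. An opposite response to day length in the 2 types of female therefore cannot be told apart from a response to the CDL cycle itself, or from a difference in chamber or library batch between the CDL and the other libraries. The number was 166 without LD 22:2 replicate 1, 178 and 209 without the nondiapausing CDL libraries of lines 265OJ8 and 3OL8, and 191 without LD 16:8 replicate 2. The biological explanation, a day length response that depends on diapause state, stays open.

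A difference between the types of female was also seen in 213 contigs with an interaction that were not DE in either comparison. All 213 had log2 fold changes of opposite sign in the 2 types of female. Choosing contigs with an interaction and with neither comparison past the threshold largely imposes this. No test was run on these contigs alone. They belong to the 334 contigs above, and the same explanations stay open for them. These include a difference between the CDL libraries and the others of the same diapause state, alike in direction in 310 of 334 contigs.

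The paper chose its design to avoid comparing diapausing with nondiapausing females directly, because their tissues are heterogeneous and their ovaries differ greatly in size. It does not report such a comparison at the CDL. In this comparison 15451 contigs passed the threshold (49.5% of those tested; 8037 higher and 7414 lower in diapausing females), and 15128 with the quasi-likelihood test. Every library of one group lay above every library of the other for 14301 of the 15451, and for 55.9% of all contigs, against 10% by chance. Of the 10 splits of the 6 libraries the real one alone gave as many, 1 of 10, which is the smallest share that 3 libraries against 3 allow, and the others gave 29 to 100 contigs. The lower depth of the nondiapausing library of line 3OL8 is argued against by 14345 contigs without that library, and the lines by 15927 contigs with a line term. Library size, or a few genes taking most of the counts, is argued against by the 4877 contigs past the threshold in the less frequent direction with library size alone. That scaling moved the median log2 fold change of all contigs from 0.0803 to -0.267, and the share of the contigs past the threshold that were higher in diapausing females from 52.0% to 31.3%. The lowest FDR values belong to contig_23119, contig_20143, and contig_25868, with log2 fold changes of -4.08, -6.18, and -5.14 (likelihood ratio FDR 8.48e-46, 2.77e-45, and 2.49e-43; over their alternatives the adjusted *P* was at most 1.26e-08, 2.74e-09, and 1.36e-08). Their hits are not matched to gene symbols. Whole females with and without developed ovaries differ in tissue composition, and this explanation was not tested and stays open beside regulation within tissues.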

How the results depend on the processing

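Leaving out single-library contigs, with either test, was chosen only after the results were seen, and all other alternatives in this part before. Counts are given in the order of the results named, and except where stated the cause of a change was not tested.

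The number of contigs that differ between diapausing and nondiapausing females at the CDL stayed within 1.5 times of 15451 under every alternative run, from 14573 to 16046, and from 12813 to 14345 across the 6 fits that each left out one library. RLE normalization, library size alone, filterByExpr, and estimateDisp dispersions left the number of DE contigs in both comparisons, their overlap, the interactions, the correlation, and the counts in Tables S3 to S6 on the same side of the threshold or within 1.5 times.

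With the quasi-likelihood test there were 2 DE contigs in diapausing and 1 in nondiapausing females, 1 in both, 68 with an interaction, and 1 DE contig with a significant interaction. Of the contigs in Tables S3 to S6, 1 passed the threshold in diapausing and 0 in nondiapausing females, where all 29 passed when adjusted over the list alone. With DESeq2 there were 30 DE contigs in nondiapausing females and 12 in both, the correlation was -0.786, and 15 and 4 contigs of the tables passed. DESeq2 gave no adjusted *P* to 70 of the 126 contigs called by edgeR in diapausing females and 63 of the 70 in nondiapausing females. Its filter on outlying counts accounted for 46 and 37 of these. With only the 6 libraries of the groups compared there were 146 DE contigs in nondiapausing females and 18 in both, with a correlation of -0.252, and 27 contigs of the tables passed in diapausing females.

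With a line term there were 261 DE contigs in diapausing females, 63 in both, and 226 with a significant interaction. The correlation was -0.605, and 23 and 10 contigs of the tables passed. Of the contigs called without the term, 67 of 126 and 20 of 70 were called with it. With a line term and the quasi-likelihood test there were 17 DE contigs in nondiapausing females and 13 in both, a correlation of -0.901, and 12 and 3 contigs of the tables. With a replicate block there were 40 in both, a correlation of -0.902, and 11 and 9 contigs of the tables. No block spans either day length comparison, so these values cannot separate day length from block. Without single-library contigs there were 25 DE contigs in nondiapausing females, a correlation of -0.774, and 24 and 9 contigs of the tables, which follows in part from fewer contigs being tested. Without them and with the quasi-likelihood test there were 9 and 1 DE contigs, 114 with an interaction, 1 in both, 6 with a significant interaction, and 4 and 0 contigs of the tables. The negative correlation then had a size of 0.565 (permutation *P* = 0.116), across only 9 contigs DE in either. With the quasi-likelihood test on all contigs, the 29 contigs listed for nondiapausing females all passed when adjusted over the list alone. Over all contigs with a mean of at least 1 CPM the correlation was -0.266.

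Across the 6 fits that each left out one library of the groups compared, the number of DE contigs ran from 54 (without LD 16:8 replicate 2) to 199 (without LD 16:8 replicate 3) in diapausing females, and from 17 (without the CDL library of line 265OJ8) to 66 in nondiapausing females, where fits without a diapausing library gave up to 97. Across all 12 fits the interactions ran from 166 (without LD 22:2 replicate 1) to 441, the contigs in both from 4 to 15, DE contigs with a significant interaction from 74 to 180, and the correlation from -0.287 to -2.47e-04. Contigs of the tables, again across the 6 fits without a library of the groups compared, ran from 16 (without LD 16:8 replicate 2) to 32 and from 6 (without the CDL library of line 265OJ8) to 14.

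The direction was reversed for *ifc* without LD 16:8 replicate 2 (log2 fold change -0.27, up to 4.97 in fits without another library), *CG5549* without LD 22:2 replicate 2 (0.0187, down to -4.95), *asun* without LD 22:2 replicate 3 (0.26, down to -7.23), and *wb* within line 175OJ8 alone (-0.40). For named contigs, weaker and stronger refer to the threshold and not to the size of the log2 fold change. A weaker value lost its adjusted *P* under 0.05, and a stronger one gained it. Of the 30 log2 fold changes of named contigs, 21 were weaker with the quasi-likelihood test. With a line term 8 were weaker and 2 stronger, and with both 12 weaker and 1 stronger. A replicate block made 11 weaker and 2 stronger, and fitting 6 libraries made 8 weaker and 1 stronger. With DESeq2, 12 had no adjusted *P*, 3 were stronger and 2 weaker. Leaving out libraries gave 59 weaker and 4 stronger values. RLE normalization and filterByExpr each made 1 stronger. Within line 175OJ8 alone, run without a test, 10 log2 fold changes moved by at least the SD between libraries, 1 was reversed, and 16 stayed within it. None crossed the threshold with library size alone, estimateDisp dispersions, or a prior count of 2. The correlation across contigs called by the quasi-likelihood test was not run, because there were fewer than 6, nor was the interaction with 6 libraries. At this depth, with a median count of 27 to 59 per contig and 3 libraries per group, a log2 fold change of 1 was called in 38 of 100 simulated contigs. These were drawn without the contigs of lowest total count and without single-library contigs. The share called limits what the counts of DE contigs can exclude.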

Differences from the paper's values

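All comparisons in this part were set before the data were examined, apart from leaving out the single-library contigs.

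Here 87 of the contigs DE in diapausing females had a significant interaction, against the paper's 50. None of the alternatives run on all libraries closed the gap, and fits that left out one library did in 8 of 12 cases, for example 57 without LD 16:8 replicate 1 and 42 without LD 16:8 replicate 2. The other 6 were 62, 59, and 60 without LD 22:2 replicates 1, 2, and 3, 67 and 69 without the nondiapausing CDL libraries of lines 265OJ8 and 3OL8, and 75 without the diapausing CDL library of line 3OL8. In nondiapausing females 41 had one, against the paper's 26. DESeq2 (29), RLE normalization (37), and library size alone (37) came within 1.5 times of the paper's value, as did leaving out single-library contigs (19), which was chosen after seeing the values. So did 7 fits that left out one library, with 27 and 37 without LD 16:8 replicates 1 and 2, 26, 38, and 27 without LD 22:2 replicates 1, 2, and 3, 34 without the diapausing CDL library of line 265OJ8, and 26 without the nondiapausing CDL library of line 3OL8. The other alternatives did not. For contigs DE in either, 121 had a significant interaction, against the paper's 78. DESeq2 (110) and, chosen after seeing the values, leaving out single-library contigs (93) came within 1.5 times, and the others did not. So did 8 fits that left out one library, with 79 and 74 without LD 16:8 replicates 1 and 2, 84, 90, and 82 without LD 22:2 replicates 1, 2, and 3, 78 and 90 without the nondiapausing CDL libraries of lines 265OJ8 and 3OL8, and 106 without the diapausing CDL library of line 3OL8.

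The negative correlation of log2 fold changes across DE contigs had a size of 0.105, against the paper's 0.21, and a permutation *P* of 0.152, against the paper's 0.009. Fitting only the 6 libraries of the groups compared (-0.252) or taking all contigs with a mean of at least 1 CPM (-0.266) brought the correlation within the error of the paper's, and the other alternatives did not. So did leaving out the nondiapausing CDL library of line 175OJ8 (-0.259) or 265OJ8 (-0.283), the diapausing CDL library of line 265OJ8 (-0.227), or LD 22:2 replicate 1 (-0.151) or 2 (-0.168). Spearman's rho was -0.217, with a permutation *P* of 0.00287. No alternative gave a *P* of Pearson's *r* within 1.5 times of the paper's.

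The log2 fold change of *wb* in nondiapausing females was 4.93 (standard error 0.913), against the paper's 3.91 in Table S5, and none of the alternatives closed the gap. Of 21 fold changes of named genes in the supplementary tables, 20 lay within the error of those here, with a median absolute difference of 0.0562 and a largest one of 1.02. Over all contigs of Tables S3 to S6 the median absolute difference was 0.0575 in diapausing and 0.305 in nondiapausing females, and the largest ones were 1.67 and 1.49.

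The paper lists *CG8564* as DE in both types of female. Here its FDR was 0.121 and 0.172 in the likelihood ratio test, and over its alternatives the adjusted *P* ran from 0.00356 to 0.452 and from 0.00323 to 1.00. It passed in both with DESeq2, which adjusted over fewer contigs, and with a line term. It also did with a replicate block (FDR 0.00356 and 0.00323), but block cannot be separated from these comparisons. In diapausing females it also passed with a line term and the quasi-likelihood test (FDR 0.0207), and without LD 16:8 replicate 3 (FDR 0.0330) or the CDL library of line 3OL8 (FDR 0.0384), and in nondiapausing females with only 6 libraries (FDR 0.0131). *CG14741*, listed for diapausing females, had an FDR of 0.0521 in the likelihood ratio test, in a range of 8.72e-05 to 0.342, and passed with DESeq2, RLE normalization, and filterByExpr, and without LD 16:8 replicate 3 (FDR 0.0113) or the CDL library of line 265OJ8 (FDR 8.72e-05). Contig_24249, listed for diapausing females, had a log2 fold change of -0.49 (FDR 0.773 in the likelihood ratio test) and passed under no alternative, the lowest adjusted *P* being 0.399, without the CDL library of line 175OJ8.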

Other observations

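In this part the tests of opposite directions against isofemale line (the correlation with the line difference and the number of contigs DE in both with a line term), of large log2 fold changes, and of other splits of the libraries were chosen before the results were seen, and all others only afterwards.

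Contigs DE in diapausing females tended to change the other way in nondiapausing females. All LD 16:8 and LD 22:2 libraries are of line 175OJ8, whereas 2 of the 3 libraries of each CDL group are of other lines, and a line difference would shift both comparisons in opposite directions. Across the 82 contigs DE in diapausing females that are not single-library contigs, the log2 fold change had a correlation of -0.691 with the difference between the other lines and 175OJ8 in the nondiapausing CDL libraries, as a line difference would give. Across the 32 such contigs DE in nondiapausing females, with the line difference taken from the diapausing CDL libraries, it was -0.0306, where a line difference would give a positive value. As the whole cause, line is argued against by the GLM with a line term, in which 63 contigs were DE in both comparisons, all 63 in opposite directions, and the correlation across DE contigs was -0.605 (-0.901 with the quasi-likelihood test). The term takes a line to act alike in both types of female, and its errors enter the 2 comparisons with opposite signs (a correlation of -0.333), so the larger numbers are no measure of a stronger pattern. Line differences may still contribute to the change of the contigs DE in diapausing females.

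The same contigs were summarized in the libraries of the other state, as the mean log2 value signed by the direction of their change. The 82 contigs differed by -0.661 between the CDL and LD 22:2 in nondiapausing females, and the 32 contigs DE in nondiapausing females by 0.676 between the CDL and LD 16:8 in diapausing females. The two-sided exact permutation *P* was 0.1 in both, the smallest that 3 libraries against 3 allow, so chance cannot be told apart here. Within line 175OJ8 alone, the nondiapausing CDL library lay at -0.142 and the LD 22:2 libraries at 0.233 to 0.448, a difference of -0.473 from their mean. For the 32 contigs the diapausing CDL library of that line lay at 0.378 and the LD 16:8 libraries at -0.546 to -0.0981, a difference of 0.716, and the CDL libraries of lines 265OJ8 and 3OL8 lay at 0.315 and 0.320. The signed log2 fold change in the other state, fitted with a line term, had a median of -0.530 (quartiles -0.853 and -0.0487) for the 82 contigs and -0.847 (quartiles -1.13 and -0.278) for the 32, against -0.536 and -0.673 without it. It was opposite in 63 of the 82 and 27 of the 32, against 58.0% and 57.6% of the 30243 other contigs (at least 1 CPM, DE in neither comparison, and not single-library contigs). Line as the whole cause is thus argued against for both sets, and chance stays open.

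Of the 82 DE contigs with an absolute log2 fold change above 3 (45 in diapausing and 37 in nondiapausing females), 78 (95.1%) had over 90% of the normalized counts of the higher group in one library. In total 124 contigs were at least 5 times higher in 1 library than in every other, 3 to 16 per library. For 64 contigs at least 10 times higher, the other contigs with the same hit rose by a median log2 value of 0.0836 in that library, against 6.31 for the contigs themselves. In a comparison where whole genes change, diapause state at the CDL, the other contigs changed by 1.81 where the contigs themselves changed by 3.42 (98 contigs). The other contigs numbered 3673 for the 64 contigs and 4864 for the 98, so some hits were shared by many contigs. As far as a hit stands for 1 gene, higher expression of the whole gene in that library is argued against. A response to day length of the whole light cycle group is argued against too. Without their highest library, the 82 single-library contigs DE in either type of female kept a median log2 change of 0.129 (quartiles -0.179 and 0.281) of 2.22 with all libraries, whereas the other DE contigs, 82 in diapausing and 32 in nondiapausing females with the contigs DE in both taken in each, kept 1.12 (quartiles 0.975 and 1.31) of 1.36 when treated in the same way. The contrast between both sets follows in part from their definition. The definition does not fix the change that the single-library contigs kept in the remaining libraries. A change in the pooled females of one library alone stays open. The number of single-library contigs per library had a rank correlation of -0.0386 with library total (permutation *P* = 0.908), and the part of depth cannot be settled with 12 libraries.

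Of the 10 splits of the diapausing libraries, 2 gave at least 126 DE contigs, the real one and one that sets the CDL libraries of lines 175OJ8 and 3OL8 with LD 16:8 replicate 3 against the rest (199). Of the 10 splits of the nondiapausing libraries 1 gave as many as 70, the real one, and the others gave 34 to 63. With 10 splits the share cannot fall under 0.1. Of 100 splits of both sets of libraries, 1 gave as many as 7 contigs DE in both, the real one, and the others at most 2. Likewise 1 gave as many as 121 DE contigs with a significant interaction, the real one, against 0 to 86. A correlation as far from 0 as -0.105 was given by 14 of the 100, over lists with a median of 91 DE contigs instead of 189. A correlation as far from 0 as -0.741 was given by 33 of the 100, the real one included. The splits are no test of it, since the other lists hold a median of 18 contigs that are not single-library contigs, against 107 in the real one. Chance differences between libraries are argued against for the number of contigs DE in both. Line alone is argued against for these 7 contigs, since 5 of them were past the threshold in both comparisons with a line term and all 7 kept their opposite directions.

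The opposite question, which contigs changed in the same direction with day length in both types of female, was tested as the sum of the 2 day length contrasts. The threshold was passed by 1 contig, contig_19193 (*CG16904*), with a log2 value of 2.22 (likelihood ratio FDR 0.0185), and 1059 contigs had an unadjusted *P* under 0.05. The quasi-likelihood test gave 0, with 991 at an unadjusted *P* under 0.05, and a line term gave 1. Most of this value comes from diapausing females.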
